A study of Mus musculus with 42 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

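Gene expression was measured in lung, liver and forestomach of adult male Muta™Mouse, a transgenic strain used for mutation assays, after oral dosing with benzo(k)fluoranthene (BkF), a polycyclic aromatic hydrocarbon, for 28 days. Tissues were taken 72 hours after the final dose. The series holds 42 arrays from 15 mice in 3 tissues and 4 dose groups. The dose groups are the vehicle control (D0, 0 mg/kg-bw/day), the low dose (D1, 25 mg/kg-bw/day), the medium dose (D2, 50 mg/kg-bw/day) and the high dose (D3, 100 mg/kg-bw/day). Groups and mouse numbers were taken from the sample labels.

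Each array is a 2-colour Agilent mouse gene expression array. Per the labels, the sample RNA carried Cy5 (red) and a universal mouse reference RNA, pooled from mouse cell lines, carried Cy3 (green) on every array, with no dye swap. Each log ratio is therefore the tissue against the same reference, and a dye bias that is equal on all arrays drops out of differences between groups but not out of a single ratio. The authors deposited 1 scanner file per array, which holds for each spot the median intensity of both channels on a linear scale and a log10 ratio of red over green made by the Feature Extraction software. Per the file headers, the software version was 10.7.3.1 for lung and forestomach and 11.0.1.1 for liver. The published methods name only the first of these versions, and the headers name another scanner model than the methods do. The authors also deposited processed log2 ratios of all arrays in a single table, made by LOWESS normalisation of intensities that were not background-subtracted. They then called genes with a shrunken F test in the R package MAANOVA, with p-values from shuffled residuals, a limit of 1.5-fold against the vehicle control and of 0.05 for the false discovery rate.

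Here the scanner files were read and the medians of both channels were used without background subtraction, as in the published methods. Log ratios (base 2) were normalised by loess within each array in limma 3.58.1 under R 4.3.3, with version 1.17.8 of data.table for reading. Each array has 59305 spots that are not controls and 3671 control spots. Control spots and spots flagged as outliers were left out, and the spots of 1 probe were averaged, which gave 55681 probes, of which 432 had more than 1 spot. A probe was kept in a tissue if its sample channel was well above background on at least as many arrays as the smallest dose group of the tissue has, which is 3 in lung, 2 in liver and 3 in forestomach. That left 32697 probes in lung, 30460 in liver and 25305 in forestomach. Probes were named through their RefSeq accessions with the GRCm38.p6 annotation, used for names only. Of the 33064 probes with an accession of that kind, 26413 received a symbol, which is 47.4% of all probes. Where a gene has several probes, the probe with the highest mean intensity in the tissue was used, and disagreement with other probes is stated. No coordinates are given.

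MAANOVA was not used here. limma's linear model with empirical Bayes moderation replaced it as the main test, with all dose groups of a tissue in 1 fit, which gives the groups a shared estimate of the spread. Each dose was compared with the vehicle control, and p-values were adjusted by the Benjamini-Hochberg method over the probes of the tissue. A probe was called at an adjusted p of at most 0.05 and a fold change of at least 1.5 in either direction. The dose trend was tested with dose as a linear term, and the difference of the high-dose effect between 2 tissues was tested as a contrast in 1 fit over all 42 arrays. All p-values are two-sided. For a probe that was not well above background on any array of a group, a fold change is given as a bound ("at least"), as the mean of the brighter group over the mean of the dim group, in which each array counts with the higher of the probe's own signal and the lowest signal that is well above background. These bounds use the sample channel after loess and Aquantile normalisation, and they are open to dye bias.

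The 5 gene lists (92 genes, of which 90 have a probe) were the aryl hydrocarbon receptor (AhR) battery, cholesterol biosynthesis, the circadian clock, p53 targets and squamous differentiation. They were tested at the high dose with limma's camera, which assumes a preset correlation of 0.01 between genes, and adjusted over the 15 pairs of list and tissue. A further 10 marker lists were used to look for RNA of other tissues or cells: skeletal muscle, pancreatic acinar cells, glandular stomach, liver, brown fat, white fat, heart muscle, B cells and plasma cells, T cells, and red cell precursors. The lists, the designs, the alternative settings and the rule for naming genes were written before the data were examined. A macrophage list and lists of male-biased, female-biased, Y-linked and X-inactivation genes were written later, after called genes or single arrays had been seen. The rule named, for each tissue, the 3 genes with the highest and the 3 with the lowest change at the high dose among called probes with a symbol and with no overlap between the dose and control arrays. It left out clone names, added genes called at the high dose in all 3 tissues and those called at the low dose where there were few, of which there were 0, and named Cyp1a1, Cyp1a2, Cyp1b1, Nqo1, Tiparp, Cdkn1a, Mdm2 and Ccng1 in every tissue. Other genes are named where a count was small, and this is stated.

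The tests were tested on simulated data, with independent noise for each probe and the same spread in all dose groups. The recovered shares are therefore not the power in the real data. There, changes of Cyp1a1 by 4.11 in lung at the low dose and by 3.24 in forestomach at the high dose were not called. With 200 probes changed by 2 log2 units, limma called 94% of them in lung at the low dose, 95.5% at the medium dose and 96% at the high dose, and 96%, 96.5% and 97% at these doses in liver. In forestomach it called 90.5%, 89.5% and 88%. For the dose trend it called 96% in lung, 95% in liver and 93.5% in forestomach. Of 5 lists with 1 shifted by 0.5, camera found the shifted list and 0 others in each tissue. The false calls were 8, 10 and 8 in lung, 7, 2 and 5 in liver and 6, 6 and 9 in forestomach. The contrasts between tissues called 90.5% for lung against liver with 10 false calls, 91.5% for lung against forestomach with 47, and 90.5% for liver against forestomach with 36. The tissues share 1 estimate of the spread in these contrasts, and forestomach varied most, so a fit with a spread of its own for each tissue was added. A fit of the forestomach arrays with their glandular stomach score as a covariate was also added. Both were chosen after the data were seen.

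The alternatives were normexp background correction with an offset of 50, the log10 ratios that Feature Extraction deposited (turned to base 2), Aquantile normalisation between arrays, the authors' processed table, no filter on dim probes, the slide as a block, a test with 100 shuffles of the residuals modelled on the published one, a fit on the compared groups only, the tests fry and camera with an estimated correlation for the lists, other probes of a gene, the mouse as a block for contrasts between tissues, and leaving out each array in turn. The liver columns of the authors' table did not match the liver arrays under the probe names, so they were used only for counts over all probes, with no gene named. The arrays lay on 6 slides. The 4 slides of lung and forestomach and the 2 slides of liver each held several dose groups, but a dose group kept nearly the same column on all slides, so the effect of the column cannot be separated from the dose by a fit. The same mouse numbers mark tissues of 1 animal. The deviations of a mouse from its group means were correlated between tissues across probes. The values were -0.20 to 0.18 for lung and liver, -0.04 to 0.38 for lung and forestomach, and -0.21 to 0.10 for liver and forestomach. Lung and forestomach of most mice lay on the same slide. Mice with both on slide 3 had values of 0.35 to 0.38, and mice with both on slide 1 or 4 had -0.04 to 0.15. For this pair the slide and the mouse cannot be told apart.

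Signal over background differed between tissues. The share of spots whose sample channel was well above background was 40.6% to 60.0% per array in lung (median 53.1%), 38.4% to 57.7% in liver (41.5%) and 28.1% to 46.0% in forestomach (38.1%). No spot of the sample channel was saturated. Replicate arrays of a group correlated with each other by 0.94 to 0.99 over all groups, and no pair was identical. Arrays give no counts, so their number limits the precision.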

Results

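Messenger RNA levels were measured on 42 two-colour arrays, each comparing 1 tissue sample with a common reference RNA. Lung was measured in 4 vehicle-treated (D0), 3 low-dose (D1), 4 medium-dose (D2) and 4 high-dose (D3) mice. Liver was measured in 4, 2, 3 and 4 mice of these groups, and forestomach in 4, 3, 4 and 3. The tissues came from 15 mice. Values below are log2 ratios of sample over reference, with the SD over mice, and changes are differences of group means from the vehicle group.

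Which genes changed in lung at each dose was asked first. At the low dose, limma called 0 of 32697 probes, with 577 probes at an unadjusted p under 0.05. The shuffled-residual test modelled on the published one also called 0, the scanner software's own ratios gave 1, and leaving out low-dose mouse 7 or control mouse 4 gave 1. At the medium dose 5 probes were called, 4 higher and 1 lower, and at the high dose 11, 9 higher and 2 lower. All 5 medium-dose probes were among the 11. Apart from fits that left out 1 array, the slide as a block raised the medium- and high-dose counts most. It gave 11 calls at the medium dose and 26 at the high dose (12 higher and 14 lower). The scanner software's ratios lowered these counts most, to 1 and 3 calls, all higher. Single arrays decided the counts. Without medium-dose mouse 11, without medium-dose mouse 13 or without control mouse 2, the medium-dose count was 0, without control mouse 1 it was 2, and without medium-dose mouse 12 or mouse 15 it was 8. The lung sample of medium-dose mouse 12 had skeletal muscle markers 5.75 log2 units above the median of the other lungs. The high-dose count was 3 without mouse 16, without mouse 17 or without control mouse 2, 7 without control mouse 3, and 26 without mouse 19.

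Cyp1a1 led the lung response. Its log2 ratio was 2.67 ± 0.55 (SD, n = 4) in the vehicle group, 6.78 ± 2.67 (n = 3) at the low dose, 8.96 ± 0.50 (n = 4) at the medium dose and 9.48 ± 0.18 (n = 4) at the high dose. The high-dose change was 6.81 log2 units (SE 0.75, limma adjusted p 0.0034), with 4 of 4 mice above all controls. Cyp1b1 rose by 6.14 (SE 0.70, limma adjusted p 0.0037), from -2.0 ± 0.50 to 4.14 ± 0.30, again in 4 of 4 mice. Ahrr, the AhR repressor, was not well above background in any vehicle lung and was at least 31.4-fold higher at the high dose (limma adjusted p 0.0013). A second Ahrr probe rose by 0.96 (limma adjusted p 0.17). These 3 genes were called in all 8 fits that left out 1 array of the 2 groups, but with the scanner software's ratios Cyp1a1 was not called (change 4.37, limma adjusted p 0.068). Grp, the gastrin-releasing peptide gene, fell by 1.97 (SE 0.26, limma adjusted p 0.010), from 2.28 ± 0.62 to 0.31 ± 0.31, and was well above background in 1 of 4 high-dose lungs. Its call was lost in the fit on the 2 groups alone (limma adjusted p 0.059) and with the scanner software's ratios (0.16), and also without high-dose mouse 16 (limma adjusted p 0.070), without mouse 17 (0.059) or without control mouse 2 (0.060). The other called probes at the high dose were Ces1g, H1f2, 4931440P22Rik, a second probe of Tiparp, Septin3 and 2 probes without a gene name. They were named after their values were seen. Tiparp rose by 2.00 on that probe (limma adjusted p 0.0099) and by 1.67 on its main probe (limma adjusted p 0.074), which passed the threshold with the slide as a block (0.0495) and in the fit on the 2 groups alone (0.0064). Nqo1 rose by 1.65 (limma adjusted p 0.14), in 4 of 4 mice above all controls, and passed the threshold with the slide as a block (limma adjusted p 0.015) and in the fit on the 2 groups alone (0.033).

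**Figure D1:**
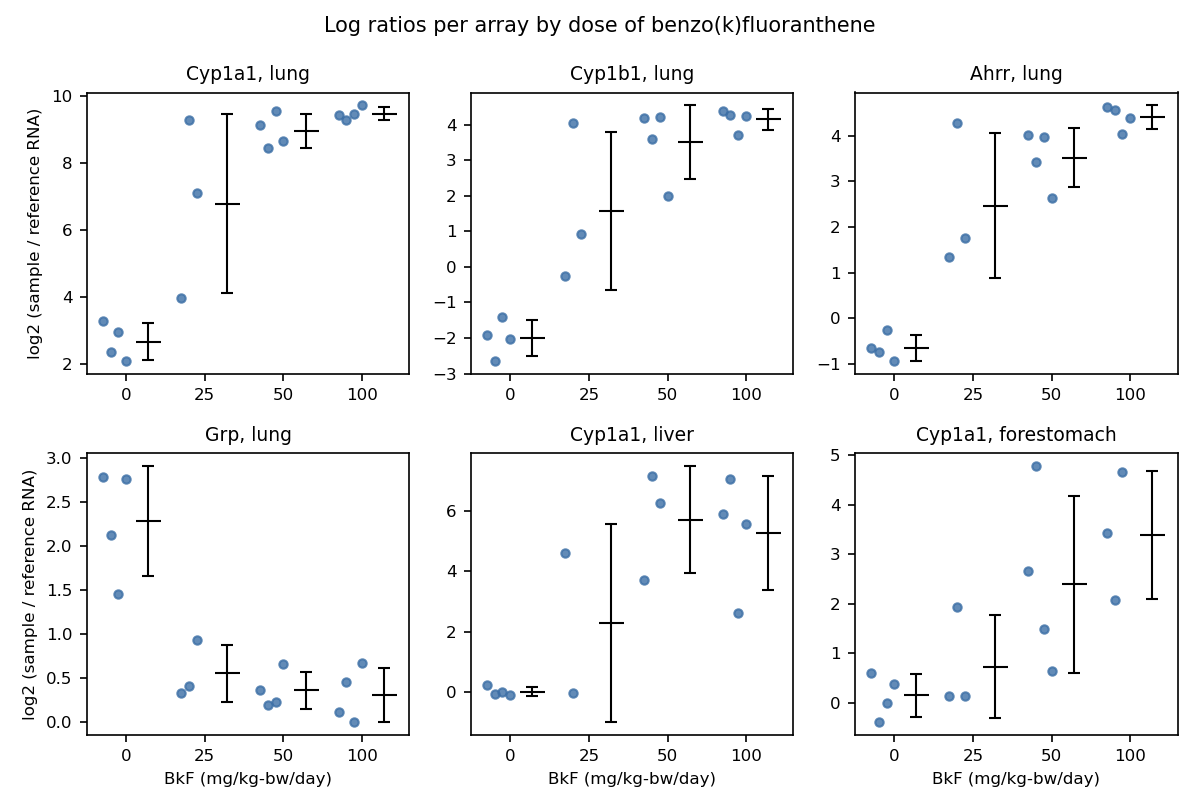
Log2 ratio of sample over reference RNA (vertical axis) by BkF dose in mg/kg-bw/day (horizontal axis, categories) for Cyp1a1, Cyp1b1, Ahrr and Grp in lung and for Cyp1a1 in liver and forestomach. Each point is 1 array, and the black bars are the group mean and SD. All 4 high-dose lungs lay above all vehicle lungs for Cyp1a1, and the 3 low-dose lungs spread with an SD of 2.67.

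The same question was asked in liver. At the low dose, with 2 livers, limma called 0 of 30460 probes, with 468 at an unadjusted p under 0.05, and the shuffled-residual test called 0. A fit on the vehicle and low-dose arrays alone called 2, 5 were called without low-dose mouse 8 and 1 without low-dose mouse 9, fits in which the remaining low-dose liver was assumed to vary like the other groups. At the medium dose 13 probes were called, 8 higher and 5 lower, and at the high dose 16, 11 higher and 5 lower. The 2 doses shared 7 called probes. The high-dose count rose most in a fit on the 2 groups alone, which called 46 (34 higher and 12 lower), and the slide as a block gave 10. The medium-dose count was 1 with the slide as a block and 4 in the fit on 2 groups, and the shuffled-residual test called 8 at the medium and 25 at the high dose. With the scanner software's ratios, 9 probes were called at each of these doses, 8 higher and 1 lower. The medium-dose count was 159 without mouse 11, 26 without mouse 12, 1 without mouse 13, 4 without control mouse 1 and 0 without control mouse 2, 3 or 4. The high-dose count was 2 without mouse 17, without mouse 20 or without control mouse 2, 3 without control mouse 3, and 5 without mouse 16 or without control mouse 1 or 4. The liver sample of high-dose mouse 17 had a skeletal muscle marker score of 5.55. The 10 spike-in controls, RNAs added in fixed amounts, had log2 ratios lower by 0.69 to 0.81 on the high-dose than on the vehicle liver arrays, which lay in different columns of the slides. In lung they were higher by 0.35 to 0.50 at the high dose.

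Adamdec1 had the largest called rise in liver at the high dose, by 2.29 (SE 0.22, limma adjusted p 0.0044), from 1.61 ± 0.06 (n = 4) to 3.90 ± 0.40 (n = 4). It was called in all 8 fits that left out 1 array of these groups, but not with the scanner software's ratios (limma adjusted p 0.082). A second Adamdec1 probe rose by 0.67 (limma adjusted p 0.15). Cd74 rose by 1.94 (limma adjusted p 0.043) and Cx3cr1 by 1.74 (limma adjusted p 0.036), and the second Cx3cr1 probe by 0.41 (limma adjusted p 0.46). Mmd2 fell by 2.46 (limma adjusted p 0.018), Retsat, which encodes a retinol saturase, fell by 0.92 (limma adjusted p 0.015), and Pglyrp2 fell by 0.86 (limma adjusted p 0.023). In each of these 5 genes the 4 high-dose livers lay on 1 side of the 4 vehicle livers, which the rule for naming genes required. The calls depended on single arrays. Of the 8 fits that left out 1 array, the call of Cd74 was lost in 8, that of Cx3cr1 in 7 (all but the fit without mouse 19, limma adjusted p 0.035), that of Pglyrp2 in 7, that of Mmd2 in 6 and that of Retsat in 5. With the slide as a block Cd74 and Cx3cr1 were not called (limma adjusted p 0.077 for both). The calls of Cd74 (limma adjusted p 0.13), Cx3cr1 (0.33), Mmd2 (0.40) and Pglyrp2 (0.24) were also lost with the scanner software's ratios, under which Retsat was called (0.047). Under the fits that left out 1 array, the limma adjusted p of Cd74 lay between 0.057 and 0.24 and that of Retsat between 0.018 and 0.096.

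**Figure D2:**
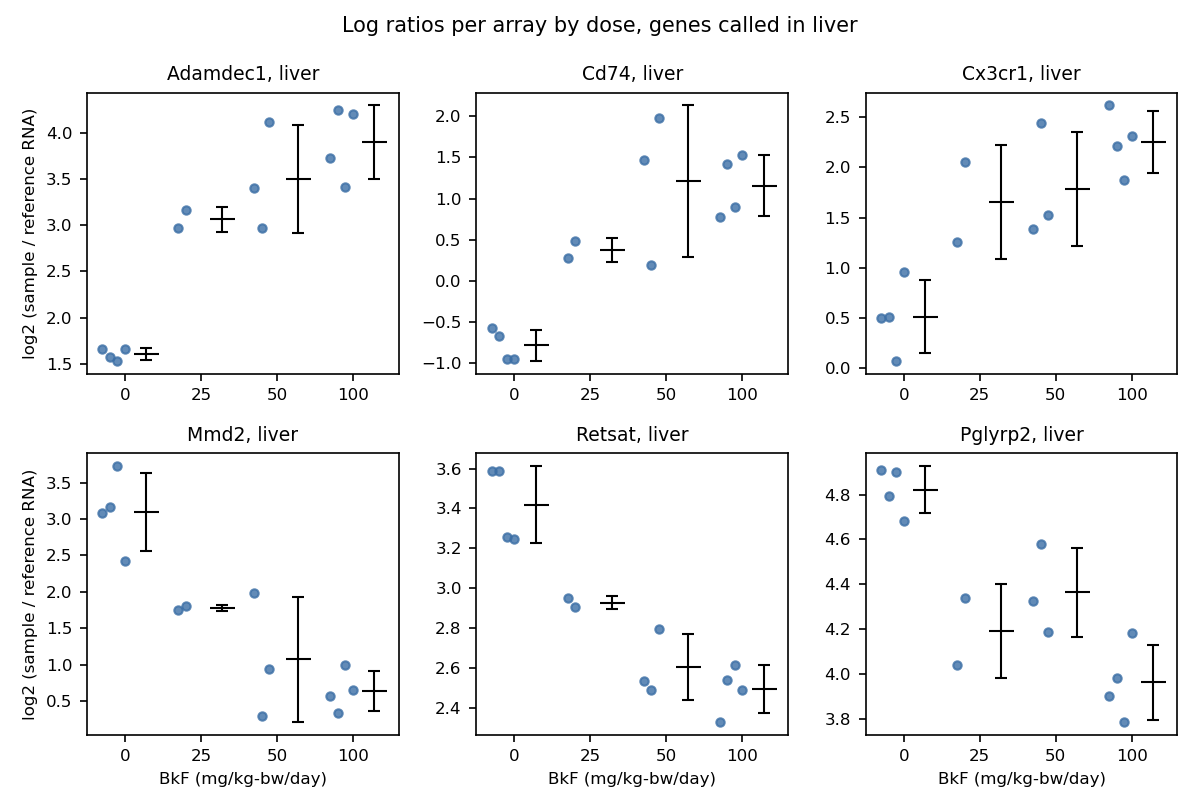
Log2 ratio of sample over reference RNA (vertical axis) by BkF dose in mg/kg-bw/day (horizontal axis, categories) for the 6 genes named in liver. Each point is 1 array, and the black bars are the group mean and SD. Adamdec1 rose from 1.61 to 3.90, and Mmd2, Retsat and Pglyrp2 were lower in all 4 high-dose livers than in the vehicle livers. The rule for naming genes required that high-dose and vehicle livers did not overlap.

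Cyp1a1 was not well above background in any vehicle liver and was so in 1 of 2 low-dose, 3 of 3 medium-dose and 4 of 4 high-dose livers. It was at least 32.8-fold higher at the medium dose and at least 23.8-fold higher at the high dose, but the spread between mice was wide (SD 1.88 at the high dose, n = 4) and it was not called (limma adjusted p 0.11 and 0.13). It was called without high-dose mouse 19 (limma adjusted p 0.044) and in the fit on the 2 groups alone (0.024). Cyp1b1 was at least 8.29-fold higher at the medium dose and at least 3.86-fold higher at the high dose, uncalled at both (limma adjusted p 0.11 and 0.34). It was called at the high dose in the fit on the 2 groups alone (0.029). Cyp1a2 was well above background in every vehicle and high-dose liver and changed by -0.04 (limma adjusted p 0.97). Its direction reversed to 0.10 without high-dose mouse 16. Cyp1a2 was kept for testing in liver alone.

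In forestomach, limma called 0 of 25305 probes at each dose. At an unadjusted p under 0.05 there were 3070 probes at the low dose, 1921 at the medium dose and 557 at the high dose, and the shuffled-residual test called 0 at each dose. The alternative that moved these counts most was the fit on the vehicle and low-dose arrays alone, which called 333 probes, 38 higher and 295 lower. Without low-dose mouse 9, 1 probe was called at the low dose. Cyp1a1 rose by 3.24 at the high dose (SE 0.85, limma adjusted p 1.00), with 3 of 3 mice above all controls, and it was well above background in 1 of 4 vehicle forestomachs. Cyp1b1 rose by 1.25 (SE 0.39, limma adjusted p 1.00), also in 3 of 3 mice. Nqo1 and Tiparp changed by -0.13 and 0.24 (limma adjusted p 1.00 for both). The forestomach arrays spread along an axis that held 51.2% of the variance. Their glandular stomach scores fell into 2 clusters, 5 arrays between -4.76 and -4.13 and 9 between -0.36 and 0.62, and all 3 low-dose arrays were in the cluster of 9. With this score as a covariate, an alternative added after the data were seen, limma again called 0 probes at each dose and for the trend. At an unadjusted p under 0.05 there were then 1551, 1934 and 876 probes at the 3 doses, and the change of Nqo1 reversed to 0.10.

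The p53 target genes Cdkn1a, Mdm2 and Ccng1 were named in advance as markers of DNA damage signalling. None of them was called in any tissue at the high dose, and their changes lay between -0.27 for Cdkn1a in forestomach and 0.23 for Ccng1 in forestomach. At the lower doses none was called either, but larger changes were seen. Cdkn1a changed by 1.14 in liver at the medium dose (limma adjusted p 0.34), with only mouse 12 of 3 above all controls, at -0.74 against -2.56 and -2.39 in mice 11 and 13, and by 0.23 on the other Cdkn1a probe (limma adjusted p 0.74). Ccng1 changed by 0.91 in forestomach at the low dose (limma adjusted p 0.30), with 3 of 3 mice above all controls. In lung at the high dose, Cdkn1a changed by -0.26 on the main probe and by 0.15 on another probe, both uncalled. In liver it changed by -0.11 and by 0.09 on these probes.

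The trend with dose used all 4 groups. In lung limma called 11 probes, 10 higher and 1 lower, which included Ahrr, Cyp1b1, Ces1g, H1f2 and both Tiparp probes. Cyp1a1 was not among them. With the slide as a block the count was 18 (11 higher and 7 lower), and the scanner software's ratios gave 2. The count was 1 without high-dose mouse 16, 2 or 3 without any 1 of the 4 control mice, high-dose mouse 17 or low-dose mouse 7, 7 without low-dose mouse 9, 17 without high-dose mouse 20, 21 without medium-dose mouse 12 and 24 without high-dose mouse 19. In liver limma called 0 probes for the trend, with 2623 at an unadjusted p under 0.05, but 9 without medium-dose mouse 12, 4 without high-dose mouse 19 and 1 without medium-dose mouse 13. In forestomach it called 0, with 712 at an unadjusted p under 0.05. The trend was not run with the shuffled-residual test.

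The medium- and high-dose comparisons share their controls. In the data they shared 5 called probes in lung and 7 in liver, all in the same direction. In 20 simulations of unchanged groups against the same controls, the 2 comparisons shared 0 called probes at most. Unchanged groups leave few or no calls to be shared, so this does not tell how far the shared controls made the overlap. The correlation of the 2 effects across probes was 0.50 in lung, where the simulations gave 0.50, and 0.67 in liver, where they gave 0.47. Across tissues, no probe called at the high dose in lung was called in liver among the 26070 probes tested in both.

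Whether the high-dose effect differed between tissues was tested directly. Between lung and liver, limma called 4 probes. The effect on Ahrr was larger in lung by 3.94 log2 units (limma adjusted p 0.00063) and that on Ces1g by 1.75 (limma adjusted p 0.031), while that on Cd36 was lower in lung by a difference of -2.40 (limma adjusted p 0.017) and that on Slc5a12 by -1.22 (limma adjusted p 0.031). These genes and those of the next contrast were named because the counts were small, after their values were seen. With the mouse as a block the counts of all 3 contrasts were the same, but Ces1g and Slc5a12 were not called. Between lung and forestomach 3 probes were called, with differences of 3.81 for Ahrr (limma adjusted p 0.0029), 4.89 for Cyp1b1 (limma adjusted p 0.041) and 2.57 for A_55_P2004099, a probe without a gene name (limma adjusted p 0.0068). Between liver and forestomach 0 were called, with 758 at an unadjusted p under 0.05, and the scanner software's ratios and the fit without a filter on dim probes called 2 each. A spread of its own for each tissue, added after the data were seen, raised the lung and liver count most, to 16 (6 higher and 10 lower in lung). With the scanner software's ratios it was 9, all lower in lung. That count was 1 without high-dose mouse 16 in lung, without control mouse 2 or 3 in lung, or without control mouse 1, 2 or 4 in liver, and 2 without control mouse 1 in lung or without control mouse 3 or high-dose mouse 20 in liver. The lung and forestomach count was 1 without high-dose mouse 20 in forestomach, and the liver and forestomach count was 2 without high-dose mouse 16 in liver and 1 without control mouse 4 in forestomach.

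Gene lists were compared at the high dose. The AhR battery rose in lung with a median of 1.65 over 9 genes, 9 of them higher (camera, adjusted p 1.4e-17). In that list, 3 genes were called over all probes and 6 when adjusted over the list alone. In liver its median was 0.43, with 8 of 10 genes higher (camera, adjusted p 0.0024), 0 called over all probes and 4 adjusted over the list alone. In forestomach it was 0.28, with 7 of 9 higher (camera, adjusted p 4.4e-05), 0 called over all and 3 adjusted over the list alone. Cholesterol biosynthesis had a median of 0.34 in liver, with 20 of 22 genes higher (camera, adjusted p 0.0017), of -0.10 in forestomach, with 17 of 21 lower (adjusted p 0.036), and of 0.01 in lung (adjusted p 0.94). The circadian clock list had a median of 0.34 in forestomach (camera, adjusted p 0.0057), 0.28 in liver (adjusted p 0.43) and 0.13 in lung (adjusted p 0.14). Adjusted over the list alone, 3 clock genes were called in lung and 1 in liver. Squamous differentiation fell in forestomach with a median of -0.31, with 18 of 22 genes lower (camera, adjusted p 0.00026). The study described epithelial differentiation as altered on these samples, so that list is not independent evidence. It was -0.0025 with the slide as a block (adjusted p 0.50) and -0.14 without high-dose mouse 17 (adjusted p 0.30). Its median was -0.0019 in lung, where the mean was 0.03, and 0.09 in liver (adjusted p 0.79 and 0.58). The p53 targets had medians of 0.03 in lung, where the mean was -0.00072, -0.04 in liver and 0.09 in forestomach (adjusted p 0.79 in each). Of these p53 targets, 2 in lung were called adjusted over the list alone and 0 over all probes. The call of the AhR battery in lung held under fry (adjusted p 7.6e-05) and under camera with an estimated correlation (adjusted p 0.0051), and the other 6 list calls were lost under both. The call of cholesterol biosynthesis in forestomach was also lost without control mouse 1 (adjusted p 0.69) or high-dose mouse 16 (0.81). The clock call in forestomach was lost without high-dose mouse 20 (0.090), mouse 16 (0.10) or control mouse 3 (0.067), and the clock list in lung passed without control mouse 2 (0.034) or high-dose mouse 19 (0.031).

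**Figure D3:**
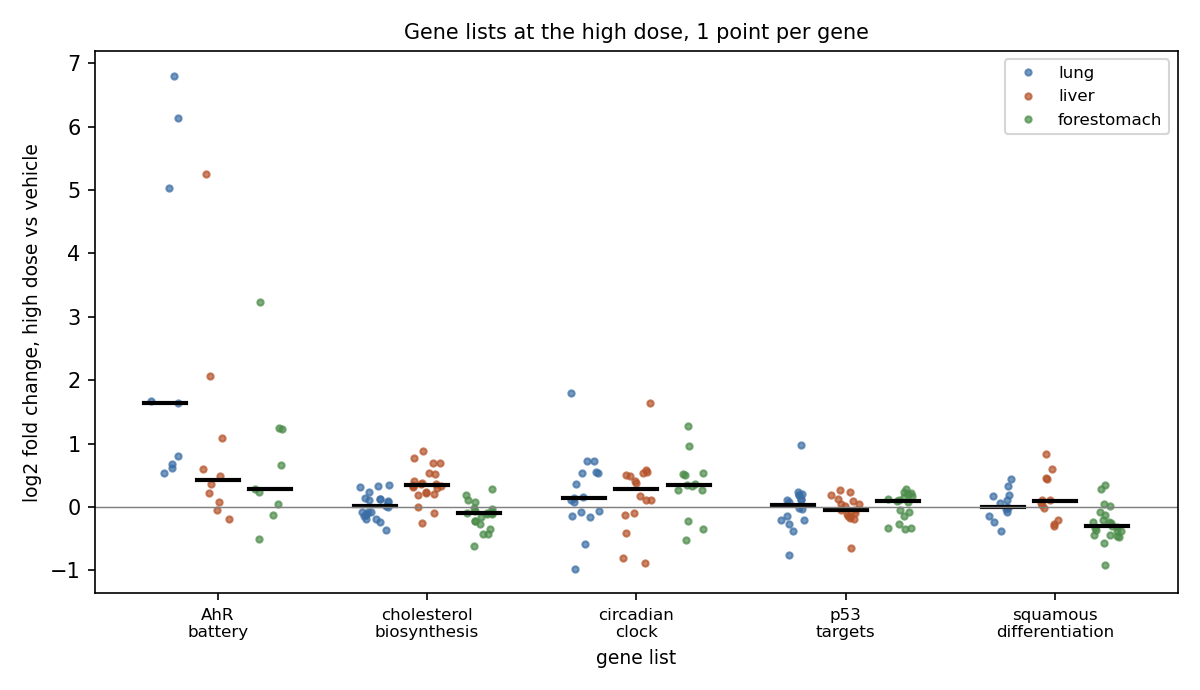
Log2 fold change at the high dose against vehicle (vertical axis) for the genes of 5 lists (horizontal axis) in lung, liver and forestomach. Each point is 1 gene and each black line is the median of the list. The AhR battery in lung stands highest, with a median of 1.65.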

Values the study reported

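At its threshold, the study reported for BkF 10 differentially expressed genes in lung at the low dose, 116 at the medium dose and 199 at the high dose, of which 91 were up and 108 down. In liver it reported 6, 124 and 169, with 111 up and 58 down at the high dose. In forestomach it reported 1, 135 and 155, with 12 up and 143 down at the high dose. The enzyme activity that reflects CYP1A1 rose in the lungs of BkF-treated mice, with no clear relation to dose. It was measured on lungs pooled within each group.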

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

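Of the tests in this part, the fit with a spread of its own for each tissue, the comparison with the whole array, the comparison of Ahrr with the spike-in controls and the number of groups tested were chosen only after the results were seen.

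A single array lay apart from the other 3 of its group in 3 cases. The log2 ratio of Cdkn1a was -1.56 in the lung of high-dose mouse 20, where the other 3 lungs lay between -0.74 and -0.69. That of Cyp1a2 was 5.81 in the liver of high-dose mouse 16, against 6.34 to 6.44 in the others. That of Cdkn1a was 0.84 in the forestomach of medium-dose mouse 12, against -0.16 to -0.04. Chance sets an array apart in about 1 in 20 groups, and 81 groups of 4 were tested, so 3 cases are no more than chance may give. In 2 of the 3 cases the array also had the highest share of probes that were 2-fold or more from the tissue median in its group, with 2.71% for the lung and 6.05% for the forestomach. The liver of mouse 16 had 0.306%, against a highest value of 1.46% in its group, so for Cyp1a2 the whole array did not lie apart. No biological explanation was tested for these arrays.

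The high-dose effect differed between lung and liver for 4 probes. The effect on Ahrr was 5.04 in lung and 1.09 in liver, a difference of 3.94 (limma adjusted p 6.30e-04). That on Ces1g was 1.49 and -0.26, a difference of 1.75 (0.0312). That on Cd36 was -0.80 and 1.60, a difference of -2.40 (0.0170), and that on Slc5a12 was -1.05 and 0.17, a difference of -1.22 (0.0312). Between lung and forestomach, the difference was 3.81 for Ahrr (5.04 and 1.23, limma adjusted p 0.00294), 4.89 for Cyp1b1 (6.14 and 1.25, 0.0408) and 2.57 for the unnamed probe A_55_P2004099 (2.59 and 0.02, 0.00681).

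After normexp background correction 6 of these 7 differences were called again, all but that of Slc5a12, which argues against background left in the signals as their whole cause. Single arrays decided most of them. Only 2 of the 7, both for Ahrr, were called in every fit that left out 1 array. The others were called in 14 of 15 fits for A_55_P2004099, 9 of 16 for Cd36, 4 of 16 for Slc5a12, 3 of 16 for Ces1g and 1 of 15 for Cyp1b1. With a spread of its own for each tissue all but Slc5a12 (limma adjusted p 0.0514) were called. Ahrr was not well above background in any vehicle lung, so its fitted effect there rests on signals near background and is not a bound. With the scanner software's ratios only the differences for Cd36 and, between lung and forestomach, for Ahrr were called. Those for Ces1g, Slc5a12, Cyp1b1 and A_55_P2004099, and that for Ahrr between lung and liver, were not.

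When the dose labels were reassigned within both tissues, 1 of 100 splits, the real one, gave 4 or more calls between lung and liver. Such splits take the dose effect out of both tissues. They do not ask whether an equal effect in both would give as many calls, so they do not decide whether the tissues differ. For lung and forestomach 18 of 100 splits gave as many as 3, so chance is not excluded there. For liver and forestomach the count was 0, so all 100 of 100 splits gave as many whatever the data, and this says nothing about chance. The dose groups lay in nearly fixed columns of the slides. The shifts of the spike-in controls differed by at most 1.31 between lung and liver and by 0.66 between lung and forestomach. The differences of 3.94 and 3.81 for Ahrr are larger. Within a tissue the spike-ins moved nearly alike, so they do not show how the column acts on 1 probe. The column is therefore not excluded by them. The difference in the effect on Ahrr was itself tested, but its cause was not, and a difference between the tissues in the response to BkF stays open as a hypothesis.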

How the results depend on the processing

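Of the settings in this part, the spread of its own for each tissue and the glandular stomach score as a covariate were chosen only after the data were seen. The other settings were planned. Except where stated, the cause was not tested.

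Normexp correction and Aquantile normalisation left all 15 counts of called probes within 1.5 times of their values, and so did the authors' table for the 9 counts and, over all probes, for the 4 liver counts it could give. The median change of all probes stayed between -0.0355 and 0.0360 under the settings compared. With the scanner software's ratios the lung counts were 1 at the low, 1 at the medium and 3 at the high dose and 2 for the trend, and the liver count was 9 at the high dose. The counts of differing probes were then 9 for lung and liver, 1 for lung and forestomach and 2 for liver and forestomach. With the slide as a block the lung counts were 11 at the medium dose, 26 at the high dose and 18 for the trend, and the liver counts were 1 and 10 at the medium and high dose. All 5 and all 11 lung calls were among those 11 and 26. Under that block 1 of 13 and 10 of 16 liver calls were kept. With the scanner software's ratios 1 of 5 and 3 of 11 lung calls were kept, and 3 of 13 and 4 of 16 liver calls. The fit on the 2 groups alone, which leaves fewer arrays to estimate the spread, gave 2, 4 and 46 in liver at the 3 doses and 333 in forestomach at the low dose. It kept 4 of 5 lung calls at the medium dose and 7 of 11 at the high dose. Of the liver calls it kept 2 of 13 and 15 of 16. The shuffled-residual test gave 8 and 25 in liver at the medium and high dose. Without a filter on dim probes, 10 probes differed between lung and liver and 2 between liver and forestomach. A spread of its own for each tissue gave 16 for lung and liver. With the mouse as a block, which uses the pairing of tissues from 1 animal, the counts were 4, 3 and 0, as without it. The calls of Ces1g and Slc5a12 were lost under that block. The glandular stomach score left all 4 forestomach counts at 0 and all 5 lists and 6 of the 7 named genes of forestomach on their side of the threshold, and Nqo1 reversed to 0.10.

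Leaving out 1 array at a time gave 0 to 1, 0 to 8 and 3 to 26 calls in lung at the 3 doses and 1 to 24 for the trend. In liver it gave 0 to 5, 0 to 159 and 2 to 22, and 0 to 9 for the trend. In forestomach it gave 0 to 1 at the low dose and 0 in the other comparisons. It gave 1 to 6 for lung and liver, 1 to 3 for lung and forestomach and 0 to 2 for liver and forestomach.

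The AhR battery kept its direction and its call in lung under every setting, with medians of 1.504 to 1.677 when 1 array was left out. Its other ranges were 0.38 to 0.47 in liver and 0.23 to 0.41 in forestomach. Those of cholesterol biosynthesis were -0.058 to 0.049 in lung, 0.25 to 0.47 in liver and -0.22 to -0.030 in forestomach. Those of the clock list were 0.048 to 0.26, 0.17 to 0.45 and 0.29 to 0.49 in lung, liver and forestomach. Those of the p53 targets were -0.018 to 0.090, -0.062 to 0.033 and 0.013 to 0.066, and those of squamous differentiation -0.034 to 0.049, 0.048 to 0.14 and -0.34 to -0.14.

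List medians near 0 changed sign. With the scanner software's ratios they were -0.0387 for cholesterol biosynthesis, -0.016 for p53 targets and 0.031 for squamous differentiation in lung, and 0.038 for p53 targets in liver. The squamous median in lung was 0.047 after normexp, and the p53 median in lung was -0.018 without a filter. None of these was called. The clock list in forestomach lost its call with the scanner software's ratios (median 0.48, camera adjusted p 0.0508), and squamous differentiation in forestomach lost it with the slide as a block (median -0.0025, 0.504). Under fry and camera with an estimated correlation, which leave the medians as they are, 6 list calls were lost. For a median of 0.43 the AhR battery in liver had adjusted p of 0.189 and 0.492, and for 0.28 in forestomach 0.155 and 0.134. For 0.34 cholesterol biosynthesis in liver had 0.430 and 0.618, and for -0.10 in forestomach 0.681 and 0.572. For 0.34 the clock list in forestomach had 0.155 and 0.134, and for -0.31 squamous differentiation there had 0.624 and 0.529. These tests estimate the correlation between genes in place of the preset 0.01.

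Of 30 gene changes named at the high dose, all 30 stayed on their side of the threshold under normexp, Aquantile and no filter, and all 16 that the authors' table could give did so. With the scanner software's ratios 22 did, 7 lost their call (Cyp1a1 and Grp in lung, and Adamdec1, Cd74, Cx3cr1, Mmd2 and Pglyrp2 in liver) and Mdm2 in liver reversed to -0.0016. With the slide as a block 26 did, 2 lost and 2 gained a call, and in the fit on 2 groups 25 did, 1 lost and 4 gained one. Leaving out 1 array reversed changes that were not called, over ranges of -0.11 to 0.10 for Cyp1a2, -0.29 to 0.12 for Cdkn1a and -0.017 to 0.049 for Mdm2 in liver, and of -0.89 to 0.25 for Nqo1 and -0.044 to 0.47 for Ccng1 in forestomach. Another probe of Cdkn1a gave 0.15 in lung and 0.094 in liver, against the direction of the main probe. Signal over background limits what can be said in forestomach most, where the fewest probes were kept.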

Other observations

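Of the tests in this part, those of the forestomach axis and clusters, of macrophages and blood in liver, of the direction of calls against the spike-in controls, of exchanges within slides, of the male pattern in the liver of mouse 12, and of oesophagus and macrophages in its lung were chosen only after the results were seen. The reading of the whole-animal test, of the clock tests in liver and forestomach and of the glandular stomach and muscle tests of squamous differentiation was made more cautious after their values were seen.

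Other splits of the same arrays were fitted to see whether chance gives as many calls. In lung and in liver at the high dose, the real split was the only 1 of 35 to give as many calls. No smaller share is possible with 35 splits, and the shares were not corrected for the number of results tested. Chance is made less likely for those counts but is not excluded. In liver at the medium dose the real split was also the only 1 of 35, but these splits ignore the slide. With the slide as a block the count there was 1 in place of 13, so a part of the slide in these calls stays open. In lung at the medium dose 2 of 35 did. The other of the 2 gave 207 calls and set the arrays of slides 2 and 4 against those of slides 1 and 3. The slide may underlie it, but other pairings of the slides gave fewer than 5 calls. The split also parts the mice, so slide and mouse cannot be told apart there. With the slide as a block the real split gave 11, and 1 of the 8 exchanges of vehicle and medium dose within slides, the real one, gave as many, while the others gave 0. A share under 0.125 is not possible with 8 exchanges, so this test does not decide. For the dose trend in lung 2 of 100 assignments of the doses gave as many calls, a low share that was not corrected either. Where the count was 0, every split gives as many whatever the data. This was so for all 35 splits in lung at the low dose and in forestomach at each dose, and for 100 of 100 assignments for the trend in liver and in forestomach, and it says nothing about chance. At an unadjusted p under 0.05, 19, 19 and 7 of 35 splits gave as many probes in lung at the 3 doses. It was 1 and 2 in liver at the medium and high dose, and 2, 9 and 28 in forestomach. By this looser count chance is not excluded in lung at the high dose. For the lists, 1 of 35 splits gave a median as far from 0 for the AhR battery in lung and 1 in liver, and 12 in forestomach. For cholesterol biosynthesis it was 30 in lung, 4 in liver and 23 in forestomach, for the clock list 12, 3 and 4, for the p53 targets 19, 9 and 14, and for squamous differentiation 35, 5 and 2. Only for the AhR battery in lung and in liver was the real split alone. These shares are the smallest possible and were not corrected over the lists, so they do not exclude chance. The call of that list in liver was also lost under fry and under camera with an estimated correlation.

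The numbers of called probes here were 0, 5 and 11 in lung at the 3 doses. These are lower than the counts quoted from the study above. In liver they were 0, 13 and 16. These are lower than the counts quoted from the study above. In forestomach they were 0 at each dose, with 3070, 1921 and 557 probes at an unadjusted p under 0.05, and limma and the shuffled-residual test both called 0. These are lower than the counts quoted from the study above.

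The position of the arrays was weighed for the high-dose calls, since each dose group lay in nearly the same column of all slides. The log2 ratio of a spike-in control moved by at most 0.503 between vehicle and high-dose lungs, and all of them were higher at the high dose. Of the 11 lung calls, 2 moved the other way and 9 moved the same way by over 2 SE more than any spike-in. In liver all 10 spike-ins were lower at the high dose, by 0.69 to 0.809. Of the 16 liver calls, 11 were higher, against the spike-ins, and 1, Mmd2, fell by over 2 SE more than any of them. The other 4 liver calls, those of Retsat and Srgap3 and both Pglyrp2 probes, moved with the spike-ins and by a similar amount. The spike-in shifts were taken from the scanner software's ratios, and the calls from loess values. Within lung and within liver all spike-ins moved nearly alike, as under a common offset. Such an offset does not show how the column acts on single probes. The column and the dose therefore cannot be told apart for any of these calls.

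The lung of medium-dose mouse 12 lay farthest from the other lungs, with 6.83% of its probes 2-fold or more from the tissue median. Its skeletal muscle markers were 5.75 above the median of the other lungs, whose highest score was 0.17, and Acta1 was higher by 7.30 and Tnni2 by 7.21. Of the 10 muscle markers, 6 were kept as expressed in lung. Brown fat markers were higher by 2.48 and white fat markers by 1.38. The squamous list was higher by 1.61, with 18 of 22 genes above all other lungs, and the macrophage list by 1.47, with 11 of 12 genes above all others. Muscle, oesophagus and more macrophages in this sample are candidate explanations, as hypotheses found in the same data. The study reports accidental puncture of the lung at dosing in mice of the BkF group that died of it. Mouse 12 survived to tissue collection, and whether an injury at dosing bears on its lung was not tested.

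The liver of the same mouse had 2.91% of its probes 2-fold or more from the tissue median. No list of another tissue was raised by more than 0.239 there, which argues against pieces of another tissue. Its 4 Y genes were at 0.110 against the other livers and Xist, the X-inactivation gene, at -0.19, which argues against a female animal. Female-biased liver genes were higher by 0.97, with 11 of 13 above all other livers, and male-biased genes were lower, at -1.41, with 8 of 12 below all others. The difference between these lists was 2.38. A loss of the male pattern of liver genes may underlie this, but the genes were chosen after the array had been seen to lie apart, so the test does not decide it. The deviations of mouse 12 correlated between lung and liver by 0.10 across probes, which are not independent replicates. Of the 13 mice with both tissues 5 had a value as high, so a state of the whole animal was not shown and stays open.

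The forestomach arrays spread along an axis with 51.2% of the variance. Their glandular stomach scores fell into 2 clusters with a gap of 3.76, and the 5 arrays with low scores were the 5 at the high end of the axis. These were vehicle mice 1 and 4, medium-dose mouse 11 and high-dose mice 16 and 20. Because the arrays form clusters, no correlation was computed over all of them, and the cluster of 5 is too small for one. Within the cluster of 9, Pearson's r of the axis with the glandular stomach score was -0.494 (exact permutation p 0.179, adjusted over the 10 lists 0.357, Spearman's rho -0.600, exact p 0.0968), and -0.492 without the 2 arrays farthest from the median. Of the 10 lists, pancreatic acinar cells had the smallest exact p, with r -0.708 (exact permutation p 0.0352, adjusted 0.352, rho -0.617, exact p 0.0857, -0.668 without 2 arrays). The share of probes well above background had r -0.105 (exact permutation p 0.781, rho -0.10, exact p 0.810, 0.236 without 2 arrays). The squamous differentiation list had r 0.728 (exact permutation p 0.0224, rho 0.70, exact p 0.0433, 0.598 without 2 arrays). Over all 12 relations the adjusted p was 0.211 for squamous differentiation and for pancreatic acinar cells, and 0.85 for the share above background. That share was 28.1% to 46.0% in the cluster of 5 and 30.3% to 45.5% in the cluster of 9, and 3 of the 5 arrays lay inside the range of the 9. This overlap argues against signal level as the cause of the clusters. A different share of glandular stomach in the samples is a candidate explanation for them. For the spread within the larger cluster no list passed the correction, and 9 arrays exclude neither explanation. The largest other split at the high dose, with 297 calls, set high-dose mouse 17 and vehicle mice 2 and 3 against the rest, which is the division into these clusters.

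Squamous differentiation fell in forestomach at the high dose. More glandular stomach or more skeletal muscle in those samples may lower it. The markers of both had medians below 0 there, of -0.664 and -0.0630, but 33 and 21 of 35 splits gave medians as far from 0, so neither is excluded by them. With the glandular stomach score as a covariate the squamous median was again -0.31 and was called by camera. The slide also stays open, since the median was -0.0025 with the slide as a block.

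The liver calls at the high dose include Cd74 and Cx3cr1, genes expressed in immune cells. The macrophage list had a median of 0.0731 in liver at the high dose, and 23 of 35 splits gave a median as far from 0. Of its 15 genes 9 were higher, with changes from -0.89 for Cd5l to 0.71 for Marco. Red cell precursor markers had a median of -0.119, with 2 of 4 genes higher and 16 of 35 splits as far. Such medians over genes that went both ways decide nothing, so more macrophages or more blood in those livers stay open. B cell and plasma cell markers were higher in 7 of 7 genes (median 0.32, 3 of 35 splits as far), so more of these cells also stay open. Of the liver markers 0 of 10 were higher (median -0.38, 2 of 35 splits). The spike-ins were lower by up to 0.809, while Cd74 and Cx3cr1 rose. All spike-ins moved nearly alike, so this does not exclude an effect of the column on single probes.

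The clock genes moved in opposite ways. The mean change at the high dose of Arntl, Npas2 and Clock minus that of Dbp, Nr1d1, Nr1d2, Tef, Hlf, Per3 and Ciart, as far as they were kept, was -1.0005 in lung (SE 0.31, exact permutation p 0.0286), -0.98 in liver (SE 0.57, exact permutation p 0.2) and -0.99 in forestomach (SE 0.26, exact permutation p 0.0571). The p in lung is the smallest that 4 against 4 arrays allow. The lung value is barely past the limit of 1 log2 unit set for a different time of day at collection, and the other values fall short of it. With dose group means taken out, the clock scores of the same mice correlated between lung and liver by 0.764 (permutation p 0.00201, adjusted over 3 pairs 0.00201, Spearman's rho 0.907, permutation p 4.00e-05, 0.856 without 2 mice, 13 mice). Between lung and forestomach r was 0.809 (permutation p 5.30e-04, adjusted 0.00157, rho 0.815, permutation p 5.90e-04, 0.801 without 2 mice, 14 mice), and between liver and forestomach 0.830 (permutation p 0.00105, adjusted 0.00157, rho 0.811, permutation p 0.00217, 0.818 without 2 mice, 12 mice). Lung and forestomach of most mice shared a slide, so a part of the slide in their correlation stays open, while liver lay on other slides. The hour at which each mouse was killed is a candidate explanation. An effect of BkF on the clock was not tested apart from it.

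The liver columns of the authors' processed table correlated with their arrays by -0.0030 to 0.00034 under the probe names, while those of lung did so by 0.997 to 0.999 and those of forestomach by 0.994 to 0.999, across probes. The liver columns correlated with each other by 0.926 to 0.981. The distances between the liver arrays, which need no order of probes, correlated between the table and the scanner values by 0.999 over 78 pairs of arrays (permutation p 1e-04, the smallest that the permutations can give). Probes in another order than the names is a candidate explanation.

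Other arrays carried markers of other tissues. The lung of low-dose mouse 7 scored 3.21 for glandular stomach, 2.43 for white fat and 1.79 for heart muscle. That of medium-dose mouse 15 scored 1.90 for white fat and 1.78 for heart muscle, and that of high-dose mouse 20 scored 1.22 and 1.70. The liver of high-dose mouse 17 scored 5.55 for skeletal muscle and 2.57 for white fat, and that of high-dose mouse 20 scored 1.25 for white fat. The forestomach of high-dose mouse 16 scored 3.04 for white fat and that of medium-dose mouse 15 scored 2.70 for liver. Those of vehicle mice 2 and 3 scored 1.52 and 1.12 for liver, and that of vehicle mouse 4 scored 1.31 for white fat. At the high dose the list medians in lung were 0.02 for skeletal muscle, -0.06 for pancreatic acinar cells, -0.03 for glandular stomach, -0.04 for liver, 0.11 for brown fat, 0.33 for white fat, 1.29 for heart muscle, 0.48 for B cells and plasma cells, 0.03 for T cells, 0.20 for red cell precursors and -0.09 for macrophages. The largest list medians in liver were 1.29 for skeletal muscle and 0.99 for white fat, with 31 and 10 of 35 splits as far from 0. In forestomach the macrophage median was 0.26, with 12 of 15 genes higher, and 1 of 35 splits gave a median as far from 0.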
